A study of Drosophila melanogaster with 96 samples.

How the data were processed

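The series measured polyadenylated RNA in heads of adult Drosophila melanogaster labelled male. The flies were of the ISO1 strain, the inbred laboratory stock behind the fly reference genome. Flies were kept in constant darkness at 18 °C, 25 °C or 29 °C, or in a cycle of 12 h light and 12 h darkness at 25 °C. Heads were taken on days 4 and 5 at hours 0, 4, 8, 12, 16 and 20, with 2 replicates at each of the 12 time points, which makes 24 libraries per condition and 96 in all. The condition, day, hour and replicate number of each library were taken from its title. The labels do not say from what event the days are counted, when darkness began, or whether hour 0 is the time at which lights came on. They give no sequencing batch or collection date, so an incubator or collection run that differed between conditions cannot be told apart from the condition itself.

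Per the labels, RNA was extracted with RNeasy columns and treated with DNase, and an outside company prepared strand-specific libraries (NEBNext Ultra II Directional) that were read paired-end on a NovaSeq instrument. The deposited table gives estimated counts per gene for 17610 genes under FlyBase identifiers, not normalised. Of its nonzero values, 40.2% are not whole numbers; how the part counts arose was not tested. The aligner, the counting tool, its strand setting, any filter on reads and the genome build are not stated in the labels. All columns of the table matched a sample, and 0 columns were left over. The test design had assumed whole counts, so the values were rounded to whole numbers before each count test and the tests themselves were kept. Gene symbols and positions came from the BDGP6.54 annotation, which may not be the build the authors used. Symbols were found for 17607 of the 17610 identifiers. Where genes overlap or have near-identical copies, reads could have been divided between them in the counting, and these genes are named as uncertain.

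Counts were scaled with TMM factors in edgeR 4.0.16 (R 4.3.3) and are shown as CPM (counts scaled to 1e+06 per library). Genes were kept by the filterByExpr function with the 4 conditions as groups, which left 10702 of the 16896 genes with any count; these hold 99.96% of all counts. A single quasi-likelihood model was fitted to all 96 libraries. It had a mean, a 24 h cosine and sine, and a shift between day 4 and day 5 for each condition, so 16 columns and 80 residual degrees of freedom, to which the empirical Bayes step added 4.76. Levels were compared as differences between condition means (1 degree of freedom). A daily rhythm was tested through the cosine and sine of a condition (2 degrees of freedom), and a difference in rhythm through the difference of these terms between conditions (2 degrees of freedom). Calls are at a Benjamini-Hochberg adjusted p-value of 0.05 over the 10702 genes. The amplitude is the log2 distance from the mean to the peak of the fitted curve, and the peak is given as an hour of the day. Standard errors of amplitude and peak come from the delta method.

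The period of the molecular clock was fitted by least squares to 7 clock genes together (per, tim, Clk, cry, vri, Pdp1 and cwo), with log2 CPM (prior count 2) scaled to unit variance. Periods between 18 and 30 h were tried in steps of 0.05 h. The 95% interval came from 1000 bootstraps that resampled the residuals of whole libraries. The hour of each library was also predicted from the same genes with a 24 h curve trained on the other time points of its condition. Gene lists for the core clock (8 genes), heat shock, phototransduction and antimicrobial peptides were tested with fry over 12 comparisons. Marker lists for accessory gland, testis, gut and female tissue were used for checks of sample content.

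Depth was 17.3 to 34.7 M counts per library (1 M is 1e+06), with a median of 21.1 M, at which 1 CPM stands for 21.1 counts. Reads without molecular identifiers are not independent molecules, so the depth describes counting error only. The tests were tried on simulated counts for the 10702 genes, drawn from the real means, dispersions and library sizes, with 200 genes changed. A 2-fold level change was recovered in 98% of changed genes, and 4.39% of the 205 calls were false. A rhythm of amplitude 0.5 in 1 condition was recovered in 93% of changed genes, with 0.53% of the 187 calls false. A difference in rhythm of that size was recovered in 86.5%, with 4.42% of the 181 calls false. Simulated libraries were independent, without the variation that real libraries of the same day, hour and replicate number shared. The shares of false calls may therefore be too low for the real data. Smaller rhythms were not simulated.

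The groups, tests, alternatives, gene lists and the rule for named genes were fixed before the data were examined. Named genes are, for each level comparison, the 3 with the largest increase and the 3 with the largest decrease among called genes. They needed a mean of at least 5 CPM and the same direction at all 12 time points. For each rhythm they are the 5 called genes of largest amplitude, and for each difference in rhythm the 3 of largest difference between the fitted curves, with the same minimum. The members of the gene lists may be named as well.

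The alternatives were DESeq2 size factors, the DESeq2 1.42.0 tests, limma 3.58.1 with voom weights, no low-count filter, a filter of 1 CPM in at least 48 libraries, and only the libraries compared. Further ones were a replicate block, no day term, time as separate levels, added 12 h terms, each replicate or day left out, a stricter threshold of 0.01, and a minimum amplitude of 0.2. For the period, the prior count, the scaling, the gene set and the day shift were varied. Alternatives chosen after seeing the data were 2 residual factors as covariates and a block for each of the 24 combinations of day, hour and replicate number. The residual factors are the leading components of a singular value decomposition of what the model left in log2 CPM. Correlations across libraries used 100000 permutations, other permutation tests 9999, and random gene lists 10000 draws. Regroupings of the libraries were limited to 100 and used limma with a mean-variance trend for speed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.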

Results

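Transcript abundance was measured by RNA-seq in heads of flies labelled male, kept in constant darkness at 18 °C, 25 °C or 29 °C, or in a light-dark cycle at 25 °C. Each condition was sampled every 4 h on days 4 and 5 with 2 replicates per time point, giving 24 libraries per condition. Library totals ranged from 18.2 to 30.8 M counts (1 M is 1e+06) at 18 °C, from 17.3 to 34.7 M at 25 °C in darkness, from 18.2 to 30.5 M at 29 °C and from 18.2 to 28.4 M in the light-dark cycle. The group medians were 21.03, 20.5, 21.7 and 21.4 M in that order. No pair of libraries was identical. Replicates of a time point differed by more than counting error, with a chi-square per gene of 8.33 to 129 over the replicate pairs. Unless stated otherwise, calls below are from the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p-value of 0.05 over 10702 genes, and values in CPM are given as mean ± SD with n = 24.

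Libraries also shared variation that the conditions, the 24 h curve and the day did not account for. The leading component of the residuals, called the residual factor here, held 20.3% of the residual variance, and the next component held 7.36%. The factor followed the day, hour and replicate number of the libraries in all 4 conditions. Between the 6 pairs of conditions, matched on these labels (n = 24), Pearson's r was 0.718 to 0.861 and Spearman's rho 0.728 to 0.849. The largest 2-sided permutation p-value was 9e-05 for r and 0.00014 for rho, and the largest Benjamini-Hochberg adjusted values over the 6 relations were the same. Without the 2 libraries farthest from the median, r was 0.662 to 0.825.

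**Figure D1:**
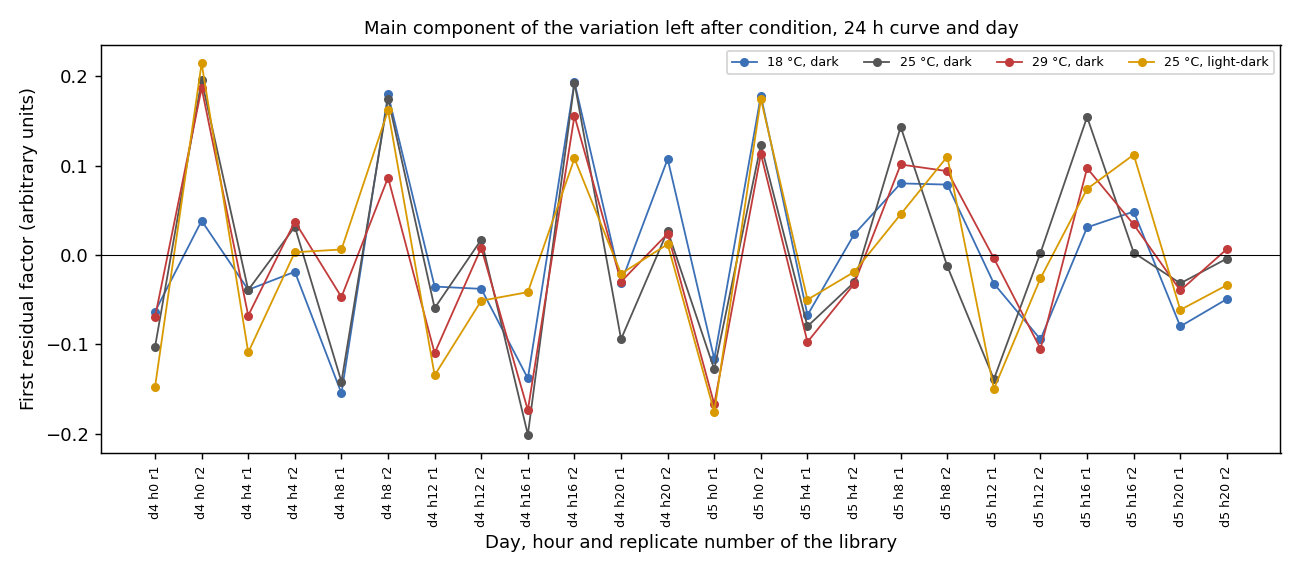
The leading component of the residuals (arbitrary units, vertical axis) is plotted against day (d), hour (h) and replicate number (r) of each library, with a line for each of the 4 conditions. Libraries with the same labels took similar values in all conditions, with r between 0.718 and 0.861 for pairs of conditions.

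The temperatures in darkness were compared to ask which transcripts change their mean level over the day with temperature. At 18 °C, 7148 genes (66.8% of those tested) differed from 25 °C, of which 3498 were higher and 3650 lower. The median absolute log2 change of these genes was 0.25. Of the alternatives, using day 4 alone moved this count most, to 5813. A change of at least 2-fold was found in 348 genes, 131 higher and 217 lower at 18 °C. That count depended on the low-count filter and was 1045 without a filter. The median log2 change over all tested genes lay within 0.01 of 0 in each of the 4 level comparisons.

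The largest increase at 18 °C was in Ccp84Ag (FBgn0004777), a cuticle protein gene at 3R, 6686728 to 6688039 on the plus strand. It reached 13.5 ± 4.43 CPM at 18 °C against 0.55 ± 0.26 CPM at 25 °C, a log2 fold change of 4.59 ± 0.13 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.52e-48). CG10814 (FBgn0033830; 2R, 13375975 to 13377731, minus strand) rose by 2.28 on the log2 scale, from 3.22 ± 1.42 to 18.0 ± 11.8 CPM. Odc2 (FBgn0013308; 2R, 8007246 to 8009062, plus strand), an ornithine decarboxylase gene, rose by 2.27, from 1.87 ± 0.52 to 8.99 ± 1.04 CPM. The largest decrease was in Hsp22 (FBgn0001223; 3L, 9372931 to 9374964, plus strand), a small heat shock protein gene, with 5.87 ± 1.16 CPM at 18 °C and 49.5 ± 25.7 CPM at 25 °C (log2 fold change -2.97 ± 0.14). CG4456 (FBgn0001228; 3L, 9372722 to 9374964) overlaps Hsp22 on the same strand and has identical values in the table, so the change cannot be assigned to either gene. Lsp1beta (FBgn0002563; 2L, 898500 to 901316, plus strand), a larval serum protein gene, fell by 2.93 on the log2 scale, from 163 ± 74.3 to 21.2 ± 7.34 CPM. All of these genes changed in the same direction at all 12 time points.

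Between 29 °C and 25 °C, 2864 genes (26.8%) differed, 1475 higher and 1389 lower at 29 °C, with a median absolute log2 change of 0.15. Only 19 genes changed at least 2-fold, 15 higher and 4 lower. Without a low-count filter there were 184, 100 higher and 84 lower. PGRP-SC2 (FBgn0043575; 2R, 8716950 to 8717695, plus strand), a peptidoglycan recognition protein gene, rose by 1.34 ± 0.17 (SE) on the log2 scale, from 7.04 ± 3.17 to 17.8 ± 6.04 CPM. The overlapping pair Hsp22 and CG4456 rose by 1.29 ± 0.12, to 114.7 ± 43.7 CPM. Orct2 (FBgn0086365; 3R, 24273029 to 24275728, plus strand) changed by -0.72 ± 0.08, Cyp6a8 (FBgn0013772; 2R, 14887171 to 14889010, minus strand) by -0.71 ± 0.07 and the mitochondrial small ribosomal RNA mt:srRNA (FBgn0013688; mitochondrial genome, 14131 to 14916, minus strand) by -0.70 ± 0.12. The last is a ribosomal RNA in a polyA-selected library, so its value depends on selection as well as abundance.

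The widest contrast, 29 °C against 18 °C, gave 7978 genes (74.5%), 4070 higher and 3908 lower at 29 °C, with a median absolute log2 change of 0.30. At least 2-fold changes numbered 553, 345 higher and 208 lower. Hsp22 and CG4456 rose by 4.26 ± 0.14 and Lsp1beta by 3.80 ± 0.16, to 290.4 ± 112 CPM. Ccp84Ag changed by -5.89 ± 0.15, to 0.22 ± 0.13 CPM at 29 °C, Odc2 by -3.06 ± 0.10 and CG10814 by -2.53 ± 0.17.

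The changes on either side of 25 °C were then set against each other. Across genes, the change from 25 to 18 °C and the change from 25 to 29 °C correlated with r = -0.53. Both comparisons share the libraries at 25 °C, and 100 simulated pairs of unchanged groups against them gave a mean r of 0.50. Genes are not independent replicates, so no p-value is given. Of 2395 genes called in both comparisons, 2234 changed in opposite directions, which means that 1141 rose and 1093 fell across the 3 temperatures. The share that changed the same way was 6.72%, against 66.6% in the simulation.

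**Figure D2:**
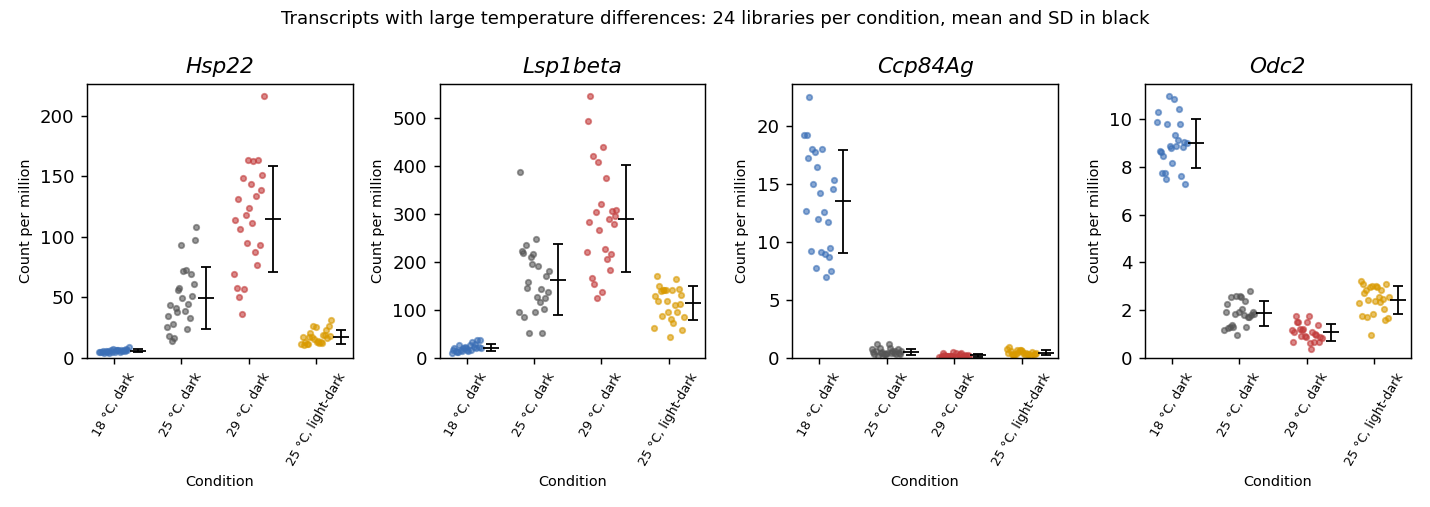
CPM of Hsp22, Lsp1beta, Ccp84Ag and Odc2 (vertical axes, linear) in the 24 libraries of each condition (points), with mean and SD in black. Hsp22 and Lsp1beta had means of 5.87 and 21.2 CPM at 18 °C and 114.7 and 290.4 CPM at 29 °C, whereas Ccp84Ag and Odc2 had means of 13.5 and 8.99 CPM at 18 °C and 0.22 and 1.07 CPM at 29 °C.

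The light-dark cycle was compared with constant darkness at 25 °C to ask what light changes at a single temperature. Mean levels differed in 2440 genes (22.8%), 1246 higher and 1194 lower in the light-dark cycle, with a median absolute log2 change of 0.14. A change of at least 2-fold was found in 12 genes, 1 higher and 11 lower. Count and split depended on the low-count filter: without a filter there were 155 genes, 48 higher and 107 lower. Gnmt (FBgn0038074; 3R, 12674608 to 12676084, plus strand) rose by 1.04 ± 0.22 (SE) on the log2 scale, from 51.5 ± 47.5 to 96.6 ± 65.7 CPM. It overlaps CG43630, was spread widely between libraries, and did not pass with day 4 alone. Dgat2 (FBgn0033215; 2R, 7712578 to 7714182, plus strand) rose by 0.79 ± 0.10 and Cyp6a8 by 0.61 ± 0.06. Hsp22 and CG4456 fell by 1.44 on the log2 scale, from 49.5 ± 25.7 to 17.3 ± 5.69 CPM, and CG5883 (FBgn0036225; 3L, 11943640 to 11944852, minus strand) fell by 1.24, from 9.85 ± 3.38 to 4.32 ± 1.61 CPM.

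The 3 functional lists were tested as sets in each of the 4 comparisons with fry, and 8 of the 12 tests passed after Benjamini-Hochberg adjustment over the 12. Camera with its preset correlation of 0.01 called the same 8, so each of its calls held under fry. The fit without replicate 1 moved this number most, to 9. The heat shock list (16 genes) passed in all 4 comparisons, with a median log2 fold change of -0.82 at 18 °C and 0.77 at 29 °C against 25 °C, 1.62 at 29 °C against 18 °C, and -0.24 in the light-dark cycle against darkness. Of its genes, 15, 12, 15 and 10 were called over all genes in these comparisons, and 16, 13, 16 and 12 when adjusted over the list alone. The Hsp70 genes of this list are near-identical copies, and their single values are uncertain. The phototransduction list (19 genes) had a median of -0.34 at 18 °C against 25 °C and 0.32 at 29 °C against 18 °C. Both tests passed, but a differing share of eye tissue between conditions could also move this list, and that was not tested. The medians of the list of 0.02 at 29 °C against 25 °C and -0.04 in the light-dark cycle did not pass. In the 4 comparisons in the order of the heat shock list, 16, 3, 16 and 6 of its genes were called over all genes, and 16, 2, 16 and 6 adjusted over the list alone. Its 6 genes called in the light-dark cycle went both ways: ninaE (-0.83 ± 0.09, SE), ninaA (-0.34 ± 0.08) and inaC (-0.27 ± 0.10) were lower, and Rh5 (0.41 ± 0.06), Arr1 (0.38 ± 0.08) and Rh6 (0.29 ± 0.06) were higher. The antimicrobial peptide list (14 genes) rose by a median of 0.62 at 29 °C against 25 °C and 0.98 against 18 °C, and both tests passed; at 29 °C against 25 °C the median was 0.32 without replicate 1 and 0.82 without replicate 2. At 18 °C against 25 °C its median was -0.41 (fry p = 0.075), which did not pass. This value depended on the replicate: it was -0.88 and passed without replicate 1, and was 0.09 without replicate 2. In the light-dark cycle it was -0.03 and did not pass. In these 4 comparisons 6, 11, 12 and 0 of its genes were called over all genes, and 4, 12, 12 and 0 adjusted over the list alone.

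Daily rhythms were then tested in each condition. In the light-dark cycle, 1520 genes had a 24 h rhythm, and 2685 had an unadjusted p-value under 0.05. As a ratio, using day 5 alone moved this count most, to 582, and the largest rise was to 3320 with 2 residual factors as covariates, chosen after seeing the data. The median amplitude of the 1520 genes was 0.21 on the log2 scale. Their peaks were spread over the day, with 799 peaks between hours 0 and 12 and 721 between hours 12 and 24. The fullest 2 h bin was 6 to 8 with 178 genes. The 5 largest amplitudes were those of Achl (FBgn0033936; 2R, 14420324 to 14424764, plus strand), CG34134 (FBgn0083970; 2L, 8190297 to 8190781, minus strand), tim (FBgn0014396; 2L, 3493986 to 3508119, minus strand), snoRNA:Or-CD16 and vri (FBgn0016076; 2L, 5288944 to 5311223, plus strand). Achl had an amplitude of 2.59 ± 0.15 (SE), a 36.1-fold rise from trough to peak, at hour 22.2 ± 0.22. CG34134 had an amplitude of 2.43 ± 0.08, a 29.0-fold rise, at hour 22.5 ± 0.119. The amplitudes of tim, snoRNA:Or-CD16 and vri were 1.67, 1.66 and 1.45. The snoRNA (FBgn0286737; 2L, 3504032 to 3504182) lies within tim on the same strand, and reads could have been divided between them; vri overlaps lncRNA:CR45730.

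**Figure D3:**
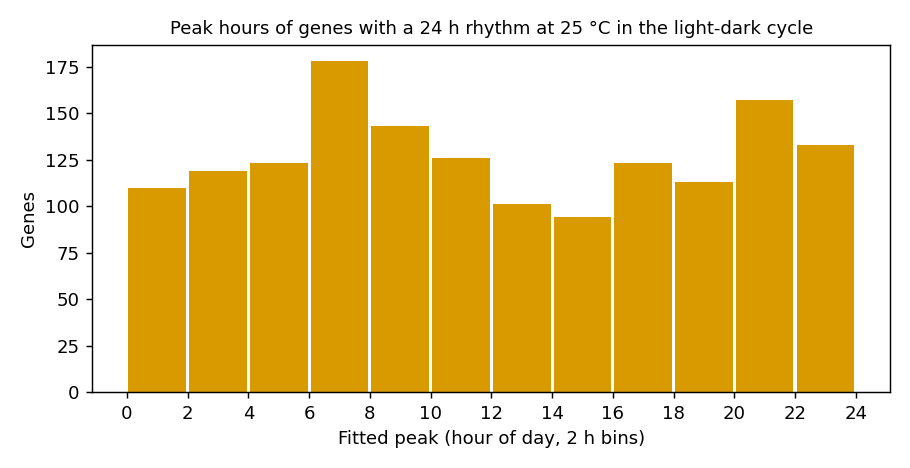
Number of genes (vertical axis, from 0) by fitted peak hour in 2 h bins (horizontal axis) for the 1520 genes with a 24 h rhythm in the light-dark cycle at 25 °C. All hours of the day were represented, with bins holding 94 to 178 genes.

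In constant darkness far fewer genes passed. A rhythm was called in 21 genes at 18 °C, 47 at 25 °C and 15 at 29 °C, with 556, 858 and 622 genes at an unadjusted p-value under 0.05. Together these were 64 genes. The overlap was 6 genes between 18 and 25 °C, 3 between 18 and 29 °C and 13 between 25 and 29 °C. The light-dark set shared 18, 39 and 14 genes with the sets at 18, 25 and 29 °C. The 3 genes called at all 3 temperatures, Usp8, CG33965 and CG34134, were also called in the light-dark cycle; CG33965 lies outside the rule for named genes and is given after its values were seen. The 1520 genes rhythmic in the light-dark cycle had a median fitted amplitude of 0.06 in darkness at each temperature, close to that of the 5934 genes with an adjusted p-value above 0.5 in the light-dark cycle (0.05 at 18 °C and 0.06 at 25 and 29 °C). Their peaks lay within 4 h of their light-dark peak in 43.9%, 56.6% and 53.8% of cases at 18, 25 and 29 °C, against 47.3%, 43.2% and 45.1% for those other genes, with 33.3% by chance. Genes are not independent replicates, and these shares were not tested. The counts in darkness depended strongly on how the residual variation was treated. With 2 residual factors as covariates, chosen after seeing the data, they were 651, 760 and 679, and 87 genes were called at all 3 temperatures. The order of the 12 time points was also shuffled with replicates kept together, using limma. For the real order limma called 11, 24 and 11 genes at 18, 25 and 29 °C and 1372 in the light-dark cycle. As many genes were called in 5, 6 and 5 of 100 orders (the real order included), and in 1 of 100 in the light-dark cycle. The genes of the smaller sets are therefore less certain than those of the light-dark cycle.

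At 18 °C the largest amplitudes were those of Sidpn (FBgn0032741; 2L, 19027710 to 19030780, plus strand), with 0.56 ± 0.08 (SE) and a peak at hour 0.928 ± 0.564, and CG34134, with 0.55 ± 0.07 and a peak at hour 17.3 ± 0.511. They were followed by gol (0.49), Jhe (0.48) and Usp8 (0.43). At 25 °C the pair Hsp22 and CG4456 had an amplitude of 0.67 ± 0.12 with a peak at hour 19.8 ± 0.683. CG34134 had an amplitude of 0.62 ± 0.07 with a peak at hour 21.6 ± 0.455, followed by gol (0.58) and per (0.45). At 29 °C the named genes were CG11458 (0.71; FBgn0040637; 3L, 20905795 to 20906331, plus strand), CG34134 (0.51, peak at hour 0.832 ± 0.55), Usp8 (0.31), to (0.30) and Cyp4d21 (0.28). The gol gene (FBgn0004919; 2R, 25072627 to 25084347) overlaps 3 tRNA genes that could share its reads. Usp8 (FBgn0038862) lies at 3R, 21134262 to 21138214, Jhe (FBgn0010052) at 2R, 16119793 to 16122773, to (FBgn0039298) at 3R, 25240180 to 25241668 and Cyp4d21 (FBgn0031925) at 2L, 7605600 to 7607701. The call for Usp8 at 29 °C was lost with DESeq2 size factors, with no filter and with the filter of 1 CPM in 48 libraries, and the call for gol at 18 °C was lost with no filter. Whichever replicate was left out, none of the 5 named genes at 18 °C, nor gol at 25 °C, nor CG11458 or Usp8 at 29 °C, was called with the remaining 12 libraries.

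The core clock genes per, tim, Clk, cyc, cry, vri, Pdp1 and cwo form the transcriptional feedback loops of the fly clock and were examined as a fixed list. Over all genes, 1 of the 8 was called rhythmic at 18 °C, 4 at 25 °C, 0 at 29 °C and 7 in the light-dark cycle. Adjusted over the list alone, the counts were 4, 7, 5 and 7. At 29 °C, where 622 of all genes had an unadjusted p-value under 0.05, the 5 list calls were per, cry, vri, Pdp1 and cwo. Of the 32 tests of gene and condition, 12 passed over all genes, and leaving out replicate 1 moved this number most, to 7; the calls of per at 18 °C and of cry, vri and cwo at 25 °C were lost whichever replicate was left out. The period gene per (FBgn0003068; X, 2685580 to 2692780, plus strand) had an amplitude of 1.25 ± 0.07 (SE) in the light-dark cycle and of 0.37 ± 0.07, 0.45 ± 0.07 and 0.26 ± 0.07 at 18, 25 and 29 °C in darkness. Its peak was at hour 14.2 ± 0.224 in the light-dark cycle, at 12.7 ± 0.621 at 25 °C, at 14.9 ± 1.08 at 29 °C and at 5.22 ± 0.744 at 18 °C. In the light-dark cycle Clk (3L, 7763233 to 7775603, minus strand) and cry (3R, 19212154 to 19215442, plus strand) peaked at hours 1.64 ± 0.261 and 5.11 ± 0.130, away from vri at 13.9 ± 0.117, cwo at 13.8 ± 0.270, Pdp1 at 15.3 ± 0.202 and tim at 15.4 ± 0.193. Within the list, per overlaps dyw, Clk overlaps CG32371 and cry overlaps vib, and reads in the overlaps could have been divided between the genes. No rhythm of cyc (3L, 19813770 to 19815938, minus strand) was detectable at this depth, with an amplitude of 0.06 ± 0.03 in the light-dark cycle.

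**Figure D4:**
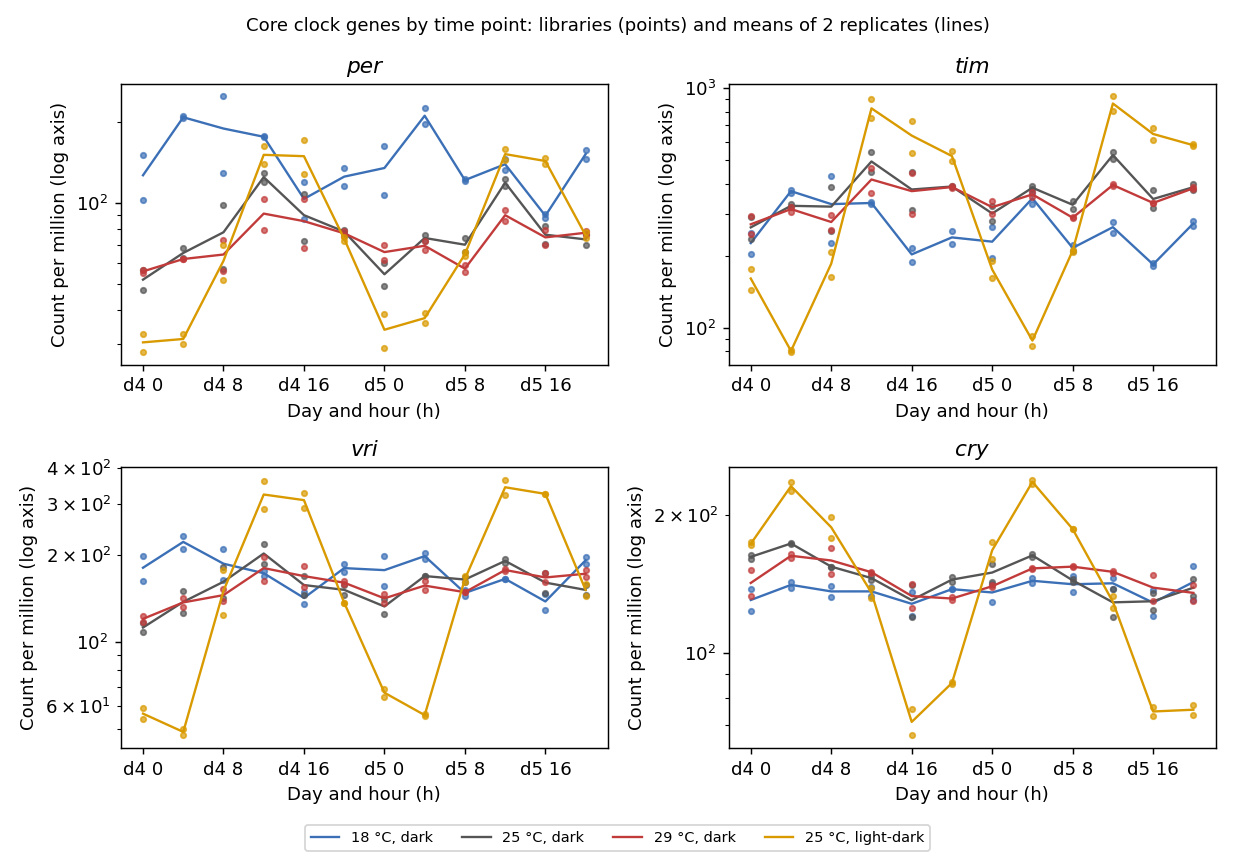
CPM of per, tim, vri and cry (vertical axes, log scale) by day and hour in each condition; points are libraries and lines are means of 2 replicates. The swings in the light-dark cycle exceeded those in darkness, with amplitudes of 1.25, 1.67, 1.45 and 0.86.

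Clock gene levels also differed with temperature. All 8 genes were called between 18 and 25 °C, 7 between 29 and 18 °C, 1 between 29 and 25 °C and 4 between the light-dark cycle and darkness. The largest changes were those of per, which differed by -1.01 ± 0.07 (SE) on the log2 scale between 29 and 18 °C. It was higher at 18 °C than at 25 °C by 0.90 ± 0.07 and at all 12 time points (148 ± 44.4 against 79.6 ± 23.5 CPM; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.73e-19). The cwo gene (3R, 10388258 to 10400752, plus strand) was higher at 18 °C by 0.46 ± 0.03, also at all 12 time points. In contrast, tim was lower at 18 °C than at 25 °C (-0.47 ± 0.08), in 10 of the 12 time points.

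**Figure D5:**
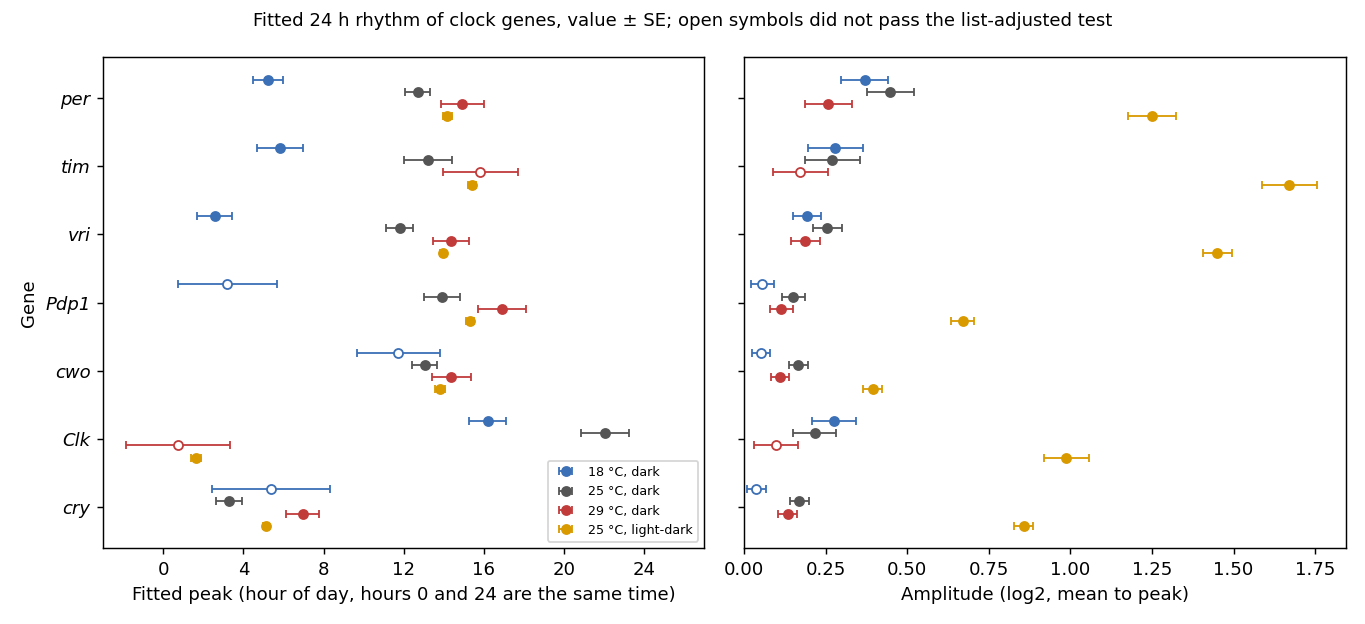
Fitted peak hour (left) and amplitude on the log2 scale (right) of 7 core clock genes in each condition, with SE bars; filled symbols passed the test adjusted over the list alone. Symbols for per lie at hour 5.22 at 18 °C and at hours 12.7 to 14.9 in the other conditions.

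Differences in rhythm between conditions were tested directly. Between the light-dark cycle and darkness at 25 °C, 563 genes differed, and 540 of them (95.9%) had the higher amplitude in the light-dark cycle. Their median amplitude was 0.28 in the light-dark cycle and 0.07 in darkness. As a ratio, using day 4 alone moved this count most, to 120, and the largest rise was to 1526 with 2 residual factors. The 3 largest differences were in Achl, with an amplitude of 2.59 ± 0.15 (SE) against 0.44 ± 0.15, in CG34134, with 2.43 ± 0.08 against 0.62 ± 0.07, and in CG15080 (FBgn0034391; 2R, 18783299 to 18794594, plus strand), with 1.63 ± 0.14 against 0.19 ± 0.12. Of the 8 core clock genes, 7 differed over all genes and 7 adjusted over the list alone.

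Between temperatures the differences were few. For 18 against 25 °C, 10 genes passed: per, vri, Cyp4d21, Sidpn, Usp8, to, Jhe, RNaseZ, CG33965 and CG34134. Those outside the rule for named genes and outside the clock list are given after their values were seen. Usp8 had an amplitude of 0.43 ± 0.07 (SE) at either temperature, with peaks at hour 3.75 ± 0.601 at 18 °C and 11.6 ± 0.6 at 25 °C. The peak of per was at hour 5.22 against 12.7, and that of CG34134 at hour 17.3 against 21.6. For 29 against 18 °C, 13 genes passed, among them per, vri, Usp8, CG34134 and gol. The peak of CG34134 was at hour 0.832 at 29 °C against 17.3 at 18 °C, that of Usp8 at hour 14.3 against 3.75 and that of gol at hour 14.3 against 6.72. With fewer libraries these calls were not stable: gol and, for 18 against 25 °C, CG34134 were lost whichever replicate was left out, and per and Usp8 for 18 against 25 °C were lost without replicate 1. For 29 against 25 °C, 0 genes passed and 236 had an unadjusted p-value under 0.05. Adjusted over the list alone, 7, 5 and 1 of the 8 clock genes differed in rhythm for 18 against 25 °C, 29 against 18 °C and 29 against 25 °C, compared with 2, 2 and 0 over all genes. With 2 residual factors, chosen after seeing the data, the counts over all genes were 119, 96 and 0. The count of 0 for 29 against 25 °C was 1 with DESeq2 and 2 without replicate 2. It was 6 with a block for each combination of day, hour and replicate number, also chosen after seeing the data. With that block the counts for 18 against 25 °C and 29 against 18 °C were 75 and 61.

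The period of the clock was estimated from 7 of these genes to ask whether it holds across temperatures. It was 21.75 h at 18 °C (95% bootstrap interval 20.45 to 23.1 h), 23.65 h at 25 °C (22.2 to 25.4 h) and 25.2 h at 29 °C (23.1 to 27.8 h). In the light-dark cycle, it was 23.95 h (23.70 to 24.25 h). The alternative that moved the value at 18 °C most left out per and tim and gave 22.35 h. The period at 29 °C was 27.2 h without replicate 2 and 24.35 h without replicate 1, and it was 27.05 h without hour 12 of day 5. The difference between 29 and 18 °C was 3.45 h (0.95 to 6.2 h), which excludes 0. Those between 18 and 25 °C (-1.9 h, -4 to 0.101 h) and between 29 and 25 °C (1.55 h, -1.15 to 4.55 h) did not exclude 0. The fits span 2 days only and explained 38.3%, 54.7% and 43.8% of the variance of the genes at 18, 25 and 29 °C, against 93.4% in the light-dark cycle.

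As a check of the time labels, the hour of each library was predicted from the same genes. The median absolute error was 0.25 h in the light-dark cycle, 1.75 h at 25 °C in darkness, 1.75 h at 29 °C and 2.5 h at 18 °C, where guessing would give 6 h. It was 1.25 h over all 96 libraries and 2 h when the curve was trained on all 4 conditions. With that curve it was 5.63 h at 18 °C, close to guessing, 1.5 h at 25 °C in darkness, 2.5 h at 29 °C and 1.75 h in the light-dark cycle. In 15 libraries, 9 of them at 18 °C, the error exceeded 6 h; none of these was in the light-dark cycle, where the largest error was 1.25 h.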

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

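The tests of a constant offset, of noise in the fitted rhythms and of drift were chosen only after the results were seen; the splits of the libraries and the test of single time points were set before.

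The rhythms of 10 genes differed between 18 and 25 °C, and those of 13 genes between 29 and 18 °C, by a direct test of the difference in the fitted curves. The counts were set against those with condition labels exchanged within time points. With limma, 2 of the 100 splits (the real one included) gave as many genes for 18 against 25 °C and 2 of the 100 for 29 against 18 °C. The limma counts for the real groups were 12 and 17, where edgeR gave 10 and 13. Other splits reached 1096 and 2945 genes, so single splits can give large counts. Exchanged libraries keep the level differences between the conditions, which then add to the error or fall on the hours. The splits therefore do not measure chance for a difference in rhythm alone. For 29 against 25 °C, where no gene was called, 100 of the 100 splits gave as many, which the count of 0 fixes. A constant offset of the collection hours at 18 °C would shift all genes by the same hours, as would drift before sampling of rhythms that share a clock period. The shifts differed between genes by more than their SE, which goes against each of them as the whole cause. For 18 against 25 °C the shift was -4.26 ± 0.68 h (SE) for CG34134 and -9.21 ± 1.10 h for vri (all 10 genes, heterogeneity chi-square 38.9, 9 degrees of freedom, p = 1.18e-05) and for 29 against 18 °C it was 6.47 ± 1.13 h for Cyp4d21 and 11.8 ± 1.26 h for vri (all 13 genes, chi-square 37.6, 12 degrees of freedom, p = 0.000179). The shifts are weighted by their SE, so Sidpn, with an SE of 6.19 h and 3.92 h, adds little. That test treats genes as independent, which they are not. Its SE treat libraries as independent too, although libraries of the same labels deviated alike. The genes were also picked by their difference in rhythm in the same libraries. The test therefore does not exclude an offset or drift as the whole cause. Drift as the whole or a part of the cause stays open, since curves of 24 h were fitted to rhythms whose fitted periods differ. For 18 against 25 °C, however, the interval of the period difference includes 0. At the fitted period differences, 3.72 days of drift would give the mean shift of -7.07 h for 18 against 25 °C, and 2.74 days the mean shift of 9.44 h for 29 against 18 °C. Over the intervals of these differences, the days ran from 1.77 with no upper limit for 18 against 25 °C. For 29 against 18 °C they ran from 1.52 to 9.94. The labels do not say when darkness began, so the share of drift in the shifts and that of a direct effect of temperature on phase cannot be told apart. Temperature itself stays open as the biological cause, and so does any difference between incubators.

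The rhythms of 563 genes differed between the light-dark cycle and darkness at 25 °C by the same direct test. With limma, which called 417 genes for the real groups, 3 of the 100 splits gave as many, and the largest other split gave 811. These splits mix in the level differences as well, so they do not measure chance for the rhythms alone. Noise in the fitted rhythms of both conditions would give the higher amplitude to either condition alike, whereas 95.9% of the genes had it in the light-dark cycle. Light acting on these genes, and flies or cells drifting out of phase with each other in darkness, would both give this pattern. No test here separates them, because heads were pooled across cells and only a single light regime was sampled.

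The fitted period was 3.45 h longer at 29 °C than at 18 °C, with a bootstrap interval that excludes 0, which is a difference between groups. Each time point was left out in turn, from 1 of the 2 conditions at a time. The difference stayed above 0, from 2.7 h at the lowest to 5.3 h at the highest over 24 fits. No interval was computed for these fits. They show only that the sign did not rest on a single time point of 1 condition. The replicates matter more at 29 °C, where the period was 24.35 h without replicate 1 and 27.2 h without replicate 2. The fits cover 2 cycles of weak rhythms, and the 7 genes are regulated together, so the interval may be narrower than the true error; the range of 2.7 to 5.3 h carries the same limit. An effect of temperature on the period stays open, as does a difference between the incubators.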

How the results depend on the processing

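The alternatives with residual factors and with a block for each combination of day, hour and replicate number, and the tests of them, were chosen only after the result was seen; all others were fixed before the data were examined. The cause of a change was not tested except where stated.

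For level counts, 51 of 60 pairs of count and alternative stayed within 1.5 times. The count for 18 against 25 °C ran from 5813 (day 4 only) to 7914 (2 residual factors). For counts of rhythms 32 of 68 pairs stayed within 1.5 times, for genes rhythmic at all 3 temperatures 8 of 16, for differences in rhythm 43 of 68, for 2-fold counts 50 of 60, for the core clock genes 3 of 4 and for the gene list tests 5 of 5. Periods and predicted times are not counts and were held against their spread instead. Of 24 period alternatives, 23 moved the period by less than 1 SD of its bootstraps. The median error of predicted time moved from 1.25 to 2 h with the curve trained on all 4 conditions, more than the SD of 0.354 h between the medians of the replicates (1 and 1.5 h). At 18 °C it was then 5.63 h, and in the light-dark cycle it rose from 0.25 to 1.75 h.

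Thresholds and filters changed counts by construction. At an adjusted p-value of 0.01 the rhythms were 7 at 18 °C, 7 at 29 °C and 1 at all 3 temperatures, and the difference in rhythm between the light-dark cycle and darkness was 360. With an amplitude of at least 0.2 the rhythms were 26 at 25 °C, 9 at 29 °C and 795 in the light-dark cycle. Without a filter the 2-fold counts were 1045 (18 against 25 °C), 184 (29 against 25 °C), 1462 (29 against 18 °C) and 155 (light-dark cycle), and the rhythms at 25 °C were 71. With the filter of 1 CPM in 48 libraries the 2-fold counts were 188, 12, 327 and 7 in that order, and Ccp84Ag gave no value because it was removed.

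Other models moved mainly the counts in darkness. DESeq2 gave rhythms in 34 genes at 18 °C, 52 at 29 °C and 5 at all 3 temperatures, and differences in rhythm of 18 (18 against 25 °C), 24 (29 against 18 °C) and 1 (29 against 25 °C). With hour as 6 levels the rhythms were 325, 768, 337 and 2515 at 18, 25 and 29 °C and in the light-dark cycle, 149 at all 3 temperatures, and the difference for 18 against 25 °C was 19. Without a day term 13 genes were rhythmic at 18 °C. With only the libraries compared there were 12, 21 and 9 at 18, 25 and 29 °C.

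Fewer libraries lowered most counts. Day 4 only gave levels of 799 (29 against 25 °C) and 568 (light-dark cycle), rhythms of 2, 14, 4 and 597 (18, 25, 29 °C and light-dark cycle) with 1 at all 3 temperatures, and differences in rhythm of 2 (18 against 25 °C), 3 (29 against 18 °C) and 120 (light-dark cycle). Day 5 only gave levels of 1653 and 896, a 2-fold count of 20 in the light-dark cycle, rhythms of 0, 0, 0 and 582 with 0 at all 3 temperatures, and differences in rhythm of 0, 0 and 176. Over the fits without replicate 1 or without replicate 2, levels ran from 1042 to 2104 (29 against 25 °C) and from 802 to 1860 (light-dark cycle), and the 2-fold count of the light-dark cycle from 12 to 23. Rhythms ran from 0 to 0 at 18 °C, 3 to 19 at 25 °C, 1 to 11 at 29 °C, 690 to 1013 in the light-dark cycle and 0 to 0 at all 3 temperatures. Differences in rhythm ran from 2 to 8 (18 against 25 °C), 0 to 2 (29 against 25 °C), 4 to 4 (29 against 18 °C) and 213 to 243 (light-dark cycle). The core clock tests passed ran from 7 to 8, and the period at 29 °C from 24.35 to 27.2 h. In the same fits the median of the antimicrobial list at 18 against 25 °C ran from -0.88 to 0.0943; it passed without replicate 1 and changed sign without replicate 2. That of the phototransduction list at 29 against 25 °C ran from -0.0154 to 0.0433, with the sign changed without replicate 2, and passed in neither fit.

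Replicates were numbered but no label says that equal numbers were handled together. The residuals of libraries with the same day, hour and replicate number correlated above 0.1 in 113 of 144 pairs. With a replicate block, the difference in rhythm for 18 against 25 °C was 22 and the rhythms at 29 °C were 24. With a block for each of the 24 combinations of day, hour and replicate number, differences in rhythm were 75 (18 against 25 °C), 6 (29 against 25 °C), 61 (29 against 18 °C) and 1288 (light-dark cycle), and the level count of the light-dark cycle was 3846. With 2 residual factors, levels were 4397 (29 against 25 °C) and 4080 (light-dark cycle), rhythms 651, 760, 679 and 3320 with 87 at all 3 temperatures, and differences in rhythm 119, 96 and 1526 (18 against 25 °C, 29 against 18 °C, light-dark cycle). The factors were estimated from the residuals of the same model, so these 651, 760 and 679 rhythms may be too many.

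For named genes, leaving libraries out changed the call of 1 of 96 pairs of level and alternative, 55 of 132 pairs of rhythm and 16 of 36 pairs of difference in rhythm, all to weaker. The other alternatives changed none of 262 level pairs and none of 72 pairs of difference in rhythm, and 11 of 200 rhythm pairs (9 weaker, 2 stronger).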

Other observations

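The tests of the residual factor and of the yolk protein transcripts were chosen only after the result was seen; those of the splits, the alternation, the peak hours and ageing were set before their results.

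Levels and rhythms were weighed against other splits of the libraries with limma. For levels, 1 of the 100 splits (the real one) gave as many genes in each of the 4 comparisons. The largest other counts were 2425, 5, 4521 and 1172 against 7020, 2531, 8090 and 1917 for 18 against 25 °C, 29 against 25 °C, 29 against 18 °C and the light-dark cycle. For rhythms, limma called 11, 24, 11 and 1372 genes with the real hours at 18, 25 and 29 °C and in the light-dark cycle. When hours were reassigned among the libraries of a condition, 3, 2, 3 and 1 of the 100 splits gave as many in that order. When whole time points were reordered with their 2 libraries kept together, the counts were 5, 6, 5 and 1 of the 100 splits. Variation shared by the 2 libraries of a time point could thus account for rhythm counts of the size seen in darkness, but not for that of the light-dark cycle.

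Libraries of the same day, hour and replicate number deviated alike in all 4 conditions. A daily rhythm missed by the 24 h curve would be common to both replicates, but the difference between replicates also correlated between conditions. Its mean r over the 6 pairs of conditions was 0.675 (permutation p = 1e-04, the smallest these permutations can give), and all 6 were positive. The single values of r ran from 0.449 to 0.774 (n = 12). The lowest, for 18 °C and the light-dark cycle, did not pass by itself (permutation p = 0.121). The residuals of libraries with the same labels had a mean correlation of 0.207, against -0.00868 for others (permutation p = 1e-04, again the smallest possible). That value is the pattern itself, so a handling or library batch across the conditions was not tested by it and cannot be told apart from another cause that follows these labels. Over the 96 libraries the residual factor had a Spearman rho of 0.272 with library total (permutation p = 0.00743; r = 0.275, p = 0.00688, and 0.351 without the 2 farthest libraries). With the ribosomal RNA share rho was 0.249 (permutation p = 0.0143; r = 0.159, p = 0.123, and 0.136 without the 2 farthest). The Benjamini-Hochberg adjusted p of both rho was 0.0143 over the 2 relations. Both are too weak for either to be the whole cause. The phototransduction genes had a median loading of -0.0201 on the factor, below all 10000 random lists of similar abundance (2.5th percentile -0.00193), as a changing share of eye tissue would give. Handling in common batches stays open, and a varying share of eye tissue (-0.0201) possibly adds to it. The sperm aminopeptidase genes S-Lap7, S-Lap2, S-Lap8 and S-Lap3 ranked 2, 11, 12 and 14 from the highest loading. A varying trace of testis or other tissue therefore stays open too, as does a varying mix of sexes. Neither was tested against the factor. The missed daily rhythm was the only biological explanation tested.

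Genes without a rhythm in the light-dark cycle (adjusted p-value above 0.5, 5934 genes) had similar fitted peaks in pairs of conditions. Peaks lay within 4 h of each other in 47.1% of cases for the same replicate number and in 36.5% for different numbers, where 33.3% is chance. The difference of 10.6 percentage points had the same sign in 6 of 6 pairs, which goes with a cause shared by libraries of the same labels, such as handling. Peaks of weak rhythms in darkness carry this error as well.

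More genes passed in darkness with hour as 6 levels than with the 24 h curve. A 12 h rhythm is excluded, since 0 genes had a 12 h term in any condition in darkness. An alternation between hours 0, 8, 16 and hours 4, 12, 20 was called in 837, 1228 and 934 genes at 18, 25 and 29 °C. Its size across genes correlated between conditions with r of at least 0.374. Genes are not independent replicates. A biological rhythm of 8 h sampled every 4 h would show as such an alternation too. The alternation was fitted to both replicates together and was not tested in each of them. Handling and a rhythm of 8 h were therefore not told apart.

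Yolk protein transcripts were abundant although all libraries are labelled male: Yp1, Yp2 and Yp3 had medians of 16793, 9076 and 13292 CPM, and Yp1 ranged from 10543 to 27872 CPM. The male-specific roX1 RNA was present in every library at 275 to 735 CPM. Carry-over of ovary as the source is excluded by the egg-chamber genes. The median of their medians was 0 CPM, and the highest median was 1.31 CPM (Cp7Fb). Carry-over of gut or of the male reproductive tract as the source is excluded by markers of which the highest median was 8.80 CPM (Mal-A1). A mix of female and male heads with a share that varies would lower roX1 where Yp1 rises. After removal of 2 residual factors, rho between them was -0.409, -0.191, -0.557 and -0.445 at 18, 25 and 29 °C and in the light-dark cycle (n = 24; 4 relations; permutation p = 0.37 at 25 °C, the largest, and 0.0054 at 29 °C, the smallest). After Benjamini-Hochberg adjustment only 29 °C passed for rho (0.0216). For Pearson's r, 18 °C, 29 °C and the light-dark cycle passed (permutation p adjusted 0.0283, 0.024 and 0.0283) and 25 °C did not (0.205). The values of r were -0.546 to -0.268, and -0.533 to -0.323 without the 2 farthest libraries. Before removal, rho was -0.831 to -0.485 (largest permutation p = 0.0174, the same after adjustment) and r -0.833 to -0.463, or -0.771 to -0.331 without the 2 farthest. Negative values in all 4 conditions go with a varying mix of sexes, although after removal only 29 °C passed for both measures. A constant share of female heads would leave no such correlation, so a weak value does not exclude a mix either. Expression of yolk protein genes in male heads was not tested separately, so it and a mix of sexes cannot be told apart.

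Slower ageing at 18 °C was weighed against the level changes. The change from 25 to 18 °C and the change from day 4 to day 5 in the light-dark cycle correlated across genes with r = -0.0725, and 27 of the 100 splits gave a value as low. Days 4 and 5 are too close for this test to decide.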
